A study of Homo sapiens with 68 samples. Its data were reported in "Selective gene expression maintains human tRNA anticodon pools during differentiation" (2024).

How the data were processed

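ChIP–seq peak lists were taken from a series of 68 samples. They comprised 50 libraries of RPC1, BRF1 or RPC7α in 25 groups of 2 replicates, and 14 libraries of H3K4me3, H3K27me3 or H3K9me3. The other 4 samples were not used here, and the inputs were therefore not re-analysed. Samples were grouped by their labels, with cell type or line, protein and perturbation as the group and the replicate number as given.

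The authors aligned the reads to GRCh38, removed duplicates and called peaks in each library against an input with MACS, without pooling replicates. The hiPSC and CM libraries of kucg-2 shared an input, and the NPC and neuron libraries shared another, so the input differs between hiPSC and NPC. The ratio in the deposited lists is the fold enrichment of a library over the local background of its input, at the summit for narrow peaks and averaged over the peak for broad ones. Each deposited list also gives the -log10 p and the -log10 q of a peak, both from the authors' peak caller. The score in the deposited lists is the -log10 q times 10 as a whole number, and was not used here. The deposited narrow lists give a summit position in bases from the peak start, and a region may hold several summits. The largest q was 0.0499 in the narrow and 0.1 in the broad lists. Fold enrichment and q were compared within single lists only, since both depend on depth. Spike-in scaling and tests of read counts need the reads and were not repeated.

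The tRNA genes were the nuclear tRNA entries of the RefSeq annotation of GRCh38, patch 14. Of 551 entries, 14 on unlocalized or alternate sequences were left out. Of the remaining 537, 56 were left out because a copy elsewhere among the tRNA genes matched at 99% identity over at least 95% of the length. This replaced the multimapping filter of the authors, which cannot be repeated without the reads. The study gives the outcome of its filter in its supplement, and that outcome was not used here. The 481 genes analysed fall into 284 clusters with gaps of at most 10 kb, and 21 of them are nuclear copies of mitochondrial type. Entries annotated as pseudogene were kept. That choice was made after the annotation was seen and before any peak was assigned, and leaving them out was tried as an alternative. Other Pol III genes were placed with GENCODE release 44.

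A tRNA gene had a peak when a summit lay within 125 bp of it, and a summit was given to the nearest tRNA gene only. A consensus peak was one found in both replicates. Housekeeping genes had a consensus RPC1 peak in wild-type hiPSC, NPC, neurons and CM, inactive genes in none of them, and repressed genes in the rest. A histone mark was scored when a broad peak came within 125 bp of the gene. Agreement of gene sets is the shared genes divided by the union, in percent.

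Numbers of bound genes per library were compared with exact permutation tests, with labels exchanged within each experiment or cell type where several were combined. A replicate block, which flips the signs of differences between libraries with the same replicate number, was an alternative. Shares of genes were compared with Fisher's exact test. Fold enrichment ranks, distances and GC content were compared by permuting class labels over genes 100000 times with seed 7. All tests were two-sided with a threshold of 0.05, except the test of RNU6 type genes kept, which was one-sided. Benjamini-Hochberg adjustment covered the 3 tests of MAF1 gains and the 21 tests of histone marks. Tests over genes treat genes as independent, which neighbouring genes are not, and describe these libraries. Exact (Clopper-Pearson) 95% intervals were given for shares of genes in single libraries and cover counting error only.

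These comparisons, their tests, the alternatives and the rule for named genes were fixed before the data were examined. The rule named the 3 Pro genes of the edits, tRNA-Arg-TCT-4-1, the tRNA-Tyr-GTA-5 copies, tRNA-Lys-TTT-3-1, tRNA-Lys-TTT-3-2 and the 8 RNU6 type genes. It also named genes with a consensus peak in a differentiated cell type and none in hiPSC, inactive genes gained on MAF1 KD in an NPC group, and the 3 genes of highest fold enrichment in each wild-type RPC1 group among the 10 highest of both replicates. BCYRN1, 5S rRNA and CADM3 were named after their values were seen, apart from that rule.

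The alternatives were summits inside the gene or within 500 bp, every gene in the window, overlap of peak intervals, a -log10 q of at least 10, a fold enrichment of at least 5, near-identical genes kept, peaks in either replicate, and leaving out each replicate. Tests over genes were repeated with 1 gene per cluster. Histone marks were repeated with windows of 0 and 1000 bp, a -log10 q of at least 5, and genes grouped by RPC1 in the same cell type. Ranks were repeated with -log10 q, classes were also taken from BRF1, the upstream flank was also 100 bp, and distances were also taken to neighbours bound in hiPSC. The NPC derived control also replaced the NPC control. Leaving out pseudogenes, crossing the replicate numbers of the hiPSC block, and leaving out the BRF1 experiment with the upstream edit were added after the data had been seen.

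Read depth was not taken from outside the lists. The study gives read totals per library in its reporting form, and these were not used here. A background floor was computed as an indirect measure of the coverage behind a list. The local background of a peak was solved from its fold enrichment and p under the Poisson model of the peak caller, for peaks with a -log10 p up to 200 and a fold enrichment of at least 1.5, and the floor is its 5th percentile in a library. The floor depends on the depth of library and input after duplicates are removed, and on how the peak caller scales them to each other. It is therefore not a measure of sequencing depth. Solving the background of single peaks did not come back within tolerance on simulated data, so single values were not used. The floor came back within 5% in 20 of 20 simulated libraries.

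For RNU6 type genes, the chance of keeping a peak was taken from the 20 tRNA genes of nearest hiPSC fold enrichment. Their share was shrunk so that it could not be 0, a change made after a first version had given a p of 0. Summits more than 500 bp from any tRNA gene were compared with BCYRN1 and 5S rRNA by blastn in windows of 150 bp, with an E value of 1e-05, against windows shifted by 10 kb to either side.

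Simulated data were used to test the assignment of summits, the overlap of broad peaks, the stratified exact test, the fold rank test and the background floor. The assignment of summits recovered 200 of 200 simulated genes with 0 extra, and the overlap of broad peaks 200 of 200. The simulated summits lay inside genes or far from any tRNA gene. Recovery was therefore not tested for summits upstream of a gene or between close neighbours. The stratified exact test gave p of 0.05 or less in 24 of 400 null sets, and the fold rank test in 25 of 400. The number of null sets for the rank test had been raised after a smaller first run gave a share above the threshold. The libraries were checked for duplicates over 1225 pairs, and at most 6.04% of summits lay at the same base. Replicate numbers did not pair libraries across groups, with correlations of replicate differences between -0.0178 and 0.0169, except between KD and control of MAF1 in hiPSC (-0.182). Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, pysam 0.24.0, samtools 1.23.1 and blastn 2.17.0 were used.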

Results

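Chromatin immunoprecipitation with sequencing was performed for RPC1, the largest subunit of RNA polymerase III (Pol III), for BRF1, a subunit of the initiation factor TFIIIB, for RPC7α, a Pol III subunit written RPC7a in the labels, and for the histone marks H3K4me3, H3K27me3 and H3K9me3. The human induced pluripotent stem cell (hiPSC) line kucg-2 was compared with neural progenitor cells (NPC), neurons and cardiomyocytes (CM) derived from it, with a further hiPSC line, wibj-2, and with the immortalized line HEK293T. The series held 68 samples in 40 groups. Narrow peak lists were used for 50 libraries in 25 groups of 2 replicates, and broad peak lists for 14 histone mark libraries. The 4 remaining samples were not analysed here. The lists contain no read counts, so the sequencing depth of each library is unknown from them. The narrow lists held between 102 and 2635 summits per library.

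A tRNA gene was scored as bound in a library when a summit lay within 125 bp of it and no other tRNA gene was closer. Of the 481 tRNA genes analysed on GRCh38, 375 were annotated as tRNA and 106 as pseudogene. Between 32 and 390 of them had a peak in a single library.

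The design repeats the comparison of hiPSC with NPC in 6 experiments, which asks whether fewer tRNA genes are bound by the Pol III machinery after differentiation. Averaged over these experiments, 126 more tRNA genes had a peak in hiPSC than in NPC (exact permutation test over 24 libraries, two-sided, p = 4.29e-05, the smallest of 46656 relabellings). Every hiPSC library had more bound genes than every NPC library of its experiment. The difference was 111.5 genes for RPC1 and 96.5 for BRF1 in wild-type cells, 72.5 in the control cells of the MAF1 experiment, 121 and 97.5 for RPC1 in cells with a body edit or an upstream edit at a proline tRNA gene, and 255 for BRF1 in cells with the upstream edit. One experiment alone cannot reach a p below 0.333. The difference of 255 rested on an NPC group whose replicates had 152 and 32 bound genes, and without that experiment the mean over the others was 99.8. The alternative that moved the mean most required summits inside the gene, which gave 66.0.

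**Figure D1:**
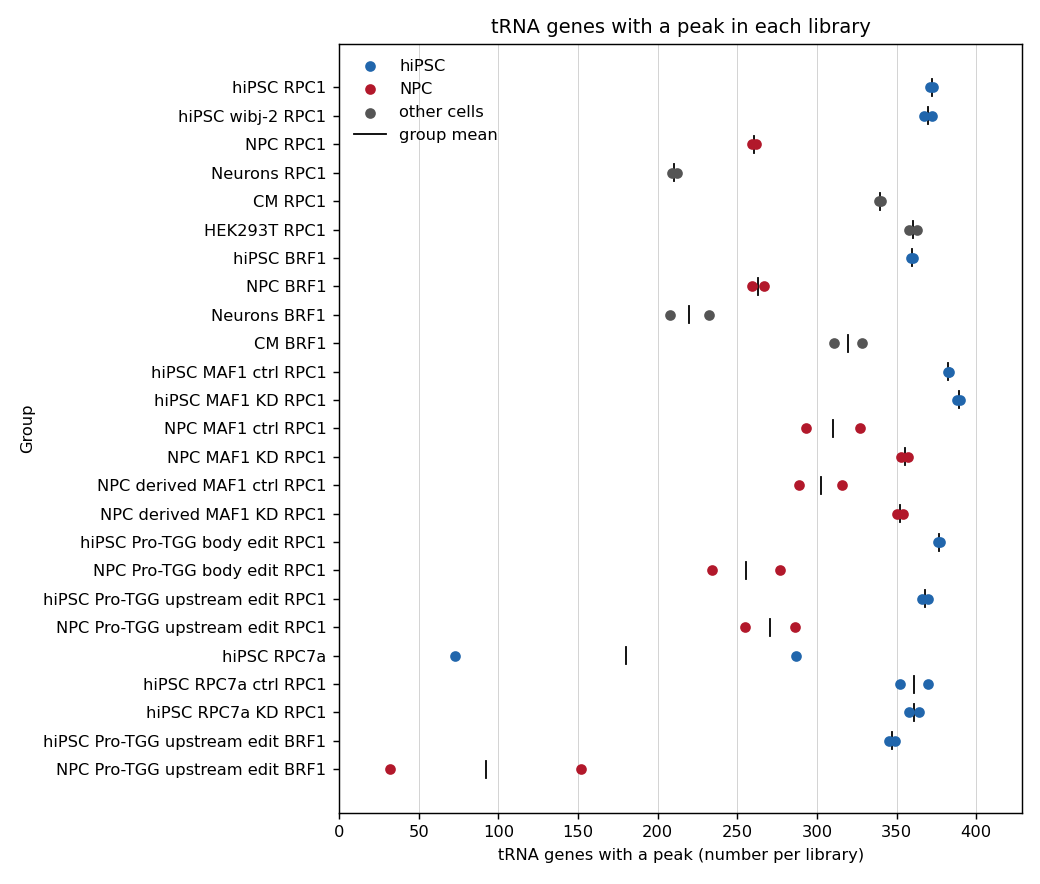
Number of tRNA genes with a peak (horizontal axis) in each library of the 25 groups with narrow peak lists (vertical axis). Points are libraries, 2 per group, and vertical lines are group means; hiPSC libraries of each RPC1 and BRF1 experiment lie to the right of the NPC libraries, and the replicates of hiPSC RPC7a lie at 287 and 73.

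In wild-type cells, RPC1 was found at 372 ± 1.41 tRNA genes in hiPSC, 260.5 ± 2.12 in NPC, 210.5 ± 2.12 in neurons and 339.5 ± 0.707 in CM (mean ± SD, n = 2 libraries each). BRF1 was found at 359.5 ± 0.707, 263 ± 5.66, 220 ± 17 and 319.5 ± 12 tRNA genes in the same order. The hiPSC libraries exceeded the mean of the 6 differentiated libraries by 102 genes for RPC1 (exact permutation test, two-sided, p = 0.0714, 2 of 28 relabellings) and by 92.0 genes for BRF1 (exact permutation test, two-sided, p = 0.0714). The smallest p this comparison allows is 0.0357. In both tests the other relabelling as extreme set the neurons apart, with differences of -113.5 for RPC1 and -94.0 for BRF1. Each difference therefore missed the threshold of 0.05 in its test, although the replicates of each RPC1 group differed by far less than the cell types. Leaving out either CM library, or replicate 1 of the neuron BRF1 libraries, brought p to 0.0476 in an exact permutation test. Each other library left out raised p, to 0.0952 for those of NPC and to 0.143 for those of hiPSC, both neuron RPC1 libraries and replicate 2 of neuron BRF1 (exact permutation tests, two-sided). Keeping near-identical genes gave 112 for BRF1 with an exact permutation p of 0.0357. Requiring summits inside the gene gave 57.3 for RPC1 and 3.67 for BRF1 (exact permutation tests, two-sided, p = 0.107 and 0.143).

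A consensus peak, present in both replicates, was found for RPC1 at 370 tRNA genes in hiPSC, 254 in NPC, 205 in neurons and 334 in CM. These sets were nested with few exceptions. Of the neuron genes, 204 were also in the NPC set, 252 of the NPC genes were in the CM set, and all 334 CM genes were in the hiPSC set. A total of 35 genes had a consensus peak in hiPSC alone. Only tRNA-Ala-TGC-4-1 (chromosome 12, 124939966 to 124940037) in NPC and tRNA-Phe-GAA-1-6 (chromosome 19, 1383362 to 1383434) in neurons had a consensus peak in a differentiated cell type and none in hiPSC. Their nearest tRNA genes lay 248 and 129 bp away, and both genes were covered in hiPSC when peak intervals were overlapped with genes in place of summits. Requiring summits inside the gene moved the hiPSC count most, to 239.

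From these sets, 203 tRNA genes (42.2%) were housekeeping, with a consensus RPC1 peak in all 4 cell types. Another 169 (35.1%) were repressed, bound in at least 1 but not all of them, and 109 (22.7%) were inactive. Pseudogenes made up 0 of the housekeeping, 17 of the repressed and 89 of the inactive genes, and 20 inactive genes were left without them. With summits inside the gene, 103 genes were housekeeping and 188 inactive. Among the repressed genes, 167 had a consensus peak in hiPSC, 131 in CM, 51 in NPC and 2 in neurons.

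Other cell lines were included to ask how far the hiPSC pattern holds beyond kucg-2. RPC1 was found at 369.5 ± 3.54 tRNA genes in wibj-2 and at 360.5 ± 3.54 in HEK293T (n = 2 each). Of the 370 consensus genes in kucg-2, 348 (94.1%) were shared by both other lines, 17 by wibj-2 alone, 4 by HEK293T alone, and 1 by neither. A further 6 genes had a consensus peak in wibj-2 or HEK293T and not in kucg-2. This count was 3 with interval overlap, 13 at a -log10 q of at least 10, 12 at a fold enrichment of at least 5, and 83 with summits inside the gene.

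The replicates of the 10 wild-type RPC1 and BRF1 groups shared 95.8% ± 3.12 of the union of their genes (SD over groups), with a range of 88.8% to 98.9%. The consensus sets of RPC1 and BRF1 shared 92.7% ± 2.2 of their union over 4 cell types. In hiPSC, 356 genes carried both, 14 RPC1 alone and 1 BRF1 alone. With summits required inside the gene, the share of RPC1 with BRF1 was 1.69%, since most BRF1 summits lay upstream of the gene.

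BRF1 is not part of the TFIIIB form used at Pol III genes with an upstream promoter, so these genes served as a control for the BRF1 libraries. The 8 genes examined were RNU6-1, RNU6-2, RNU6-7, RNU6-8, RNU6-9, RN7SK, RMRP and RPPH1. BRF1 had a peak at 0 of them in each wild-type library of hiPSC, NPC, neurons and CM. RPC1 had a peak at all 8 in each wild-type library of these cell types except neuron replicate 2, which lacked one at RNU6-7. Other libraries were not scored for these genes. The mean difference was 7.875 genes (exact permutation test over 16 libraries, two-sided, p = 0.00154, the smallest of 1296 relabellings). A -log10 q of at least 10 gave 7.75.

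Fold enrichment was compared within single lists only. In each wild-type hiPSC list, housekeeping genes ranked above repressed genes that had a peak in the list. The probability that a housekeeping gene had the higher fold enrichment was 0.839 and 0.842 in the RPC1 replicates and 0.863 and 0.866 in the BRF1 replicates (permutation tests over genes, two-sided, p = 1e-05 in each, the smallest that 100000 permutations can give). Genes are not independent replicates. Classes from BRF1 moved this probability most, to 0.892 in BRF1 replicate 2. The 3 genes highest in hiPSC RPC1 were tRNA-Arg-ACG-1-2, tRNA-Lys-TTT-3-2 and tRNA-Gly-GCC-2-2. tRNA-Gly-GCC-2-2 (chromosome 2, 156401147 to 156401217) was also among the 3 highest in NPC, neurons and CM. The others in these groups were tRNA-Glu-CTC-1-1 and tRNA-Arg-ACG-2-1 in NPC, tRNA-Arg-ACG-2-1 and tRNA-Gly-CCC-2-2 in neurons, and tRNA-Glu-CTC-1-6 and tRNA-Glu-CTC-1-7 in CM. In wibj-2 they were tRNA-Leu-CAG-2-2, tRNA-Ser-GCT-4-2 and tRNA-Gly-GCC-1-5, and in HEK293T tRNA-Leu-AAG-2-4, tRNA-Trp-CCA-2-1 and tRNA-iMet-CAT-1-1. All of these genes were housekeeping.

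MAF1 represses Pol III, and its knockdown (KD) asks whether MAF1 keeps tRNA genes unbound. KD was compared with control in hiPSC, in NPC, and in NPC derived from hiPSC in which the KD had been started, which the labels call NPC derived. Over the 3 cell types, 33.7 more tRNA genes had an RPC1 peak on KD (exact permutation test over 12 libraries, two-sided, p = 0.00926, the smallest of 216 relabellings). Bound genes numbered 382.5 ± 0.707 in control and 389 ± 1.41 on KD in hiPSC, 310 ± 24 and 355 ± 2.83 in NPC, and 302.5 ± 19.1 and 352 ± 2.83 in NPC derived (n = 2 each). The differences were 6.5, 45 and 49.5 genes, and every KD library exceeded every control library of its cell type. With summits inside the gene the mean difference was 14.2 genes and no longer passed the threshold (exact permutation p = 0.25).

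Consensus peaks gained on KD were compared between repressed and inactive genes that had none in the control. In NPC, 57 of 80 repressed genes (71.3%) and 1 of 108 inactive genes (0.926%) gained one (Fisher's exact test over genes, two-sided, adjusted p = 6.26e-28 over 3 tests). In NPC derived, the counts were 64 of 86 (74.4%) and 1 of 108 (Fisher's exact test, two-sided, adjusted p = 1.70e-30). The share was higher for repressed genes without any single library of those groups too. The inactive gene was tRNA-Leu-CAA-6-1 (chromosome 1, 161611946 to 161612029) in both groups, which had a peak in 1 of the 2 wild-type hiPSC libraries. In hiPSC, 1 of 4 repressed and 5 of 96 inactive genes gained a consensus peak, a difference that missed the threshold (Fisher's exact test, two-sided, adjusted p = 0.222). This result in hiPSC changed with the settings, reversing to -3.37 percentage points with interval overlap and reaching 44.8 percentage points without replicate 2 of the KD. The 58 genes gained in NPC and the 65 gained in NPC derived had 52 in common. Of these, 57 and 63 had a consensus peak in wild-type hiPSC. Inactive genes had no consensus peak in any of the wild-type cell types by definition, and 89 of 109 were pseudogenes. Higher depth or stronger enrichment on KD would therefore also put most gains at repressed genes. The class contrast does not tell these apart from release from MAF1. The control groups themselves differed from wild-type cells, since 40 of the 293 consensus genes of the NPC control had none in wild-type NPC.

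RPC7α belongs to a form of Pol III that is abundant in stem cells, and its libraries ask which tRNA genes carry that form. The replicates in hiPSC had peaks at 287 and 73 tRNA genes, and shared 25% of their union. The consensus set held 72 genes, of which 71 had a consensus RPC1 peak. It covered 62 of the 203 housekeeping genes (30.5%) and 10 of the 169 repressed genes (5.92%; Fisher's exact test over genes, two-sided, p = 4.96e-10). Replicate 2 decided the size of the set. Replicate 1 alone had peaks at 198 housekeeping and 88 repressed genes, a difference of 45.5 percentage points, against 24.6 in the consensus. With peaks in either replicate counted throughout, 208 of 214 housekeeping genes (97.2%) and 79 of 167 repressed genes (47.3%) were bound. The smallest difference, 4.72 percentage points, came at a -log10 q of at least 10. On KD of RPC7α, RPC1 was found at 361 ± 4.24 tRNA genes, and at 361 ± 12.7 in control (n = 2 each). The difference was 0 (exact permutation test, two-sided, p = 1), in a design that cannot go below 0.333.

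The histone marks ask whether the classes of tRNA genes differ in chromatin. A mark was scored when a broad peak came within 125 bp of the gene, and 21 tests were adjusted together. H3K27me3, H3K9me3 and NPC H3K4me3 had 1 library each and H3K4me3 in the other cell types 2, and no test between cell types was made. H3K4me3 was found at 98.0% and 96.6% of housekeeping genes in the hiPSC replicates (exact 95% intervals 95% to 99.5% and 93.0% to 98.6%), at 66.9% and 63.9% of repressed genes, and at 10.1% and 9.17% of inactive genes. In CM the shares were 95.1% and 93.1% of housekeeping, 48.5% of repressed in both replicates, and 7.34% and 6.42% of inactive genes. In NPC they were 86.7%, 12.4% and 4.59%. In neurons they were 75.9% and 76.4% of housekeeping, 6.51% and 7.69% of repressed, and 3.67% of inactive genes in both replicates. Housekeeping exceeded inactive genes in 7 of 7 H3K4me3 libraries (Fisher's exact tests, two-sided, largest adjusted p = 1.61e-38 with a difference of 72.2 percentage points). Repressed exceeded inactive genes by 54.7 to 56.8 percentage points in hiPSC and 41.2 to 42.1 in CM (Fisher's exact tests, largest adjusted p = 6.42e-14, in 4 of 4 libraries). In NPC the difference was 7.84 percentage points in 1 library (Fisher's exact test, adjusted p = 0.0398). It missed the threshold in both neuron libraries, at 2.84 and 4.02 percentage points (Fisher's exact tests, adjusted p = 0.418 and 0.217). Without pseudogenes the differences in NPC and neurons reversed to -6.18, -7.76 and -6.45.

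H3K27me3 was found at 10.7% of repressed and 3.94% of housekeeping genes in hiPSC, 53.3% and 14.3% in NPC, 62.7% and 28.6% in neurons, and 55.0% and 8.37% in CM. Repressed exceeded housekeeping genes in 4 of 4 libraries, by 6.71, 39.0, 34.2 and 46.7 percentage points (Fisher's exact tests, two-sided, adjusted p = 0.0182, 1.16e-15, 7.56e-11 and 2.84e-23). When genes were instead grouped by the RPC1 consensus of the same cell type, unbound genes exceeded bound genes by 5.50 percentage points in NPC, which missed the threshold, and by 15.2 in neurons. With that grouping the difference was -0.721 in hiPSC and -8.50 in CM, where most repressed genes were on the bound side. The hiPSC difference also missed the threshold without pseudogenes, at 5.27.

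H3K9me3 was found at 26.6% of inactive and 16.7% of housekeeping genes in hiPSC, 25.7% and 14.8% in NPC, and 23.9% and 8.87% in neurons. Repressed genes carried it at 17.2%, 30.2% and 37.3%, more than inactive genes in NPC and neurons, a comparison that was not tested. Inactive exceeded housekeeping genes in 3 of 3 libraries, by 9.86, 10.9 and 15.0 percentage points (Fisher's exact tests, two-sided, adjusted p = 0.0595, 0.0273 and 0.000734). The hiPSC difference missed the threshold. Within a window of 1000 bp the differences in hiPSC and NPC reversed to -1.69 and -10.7.

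**Figure D2:**
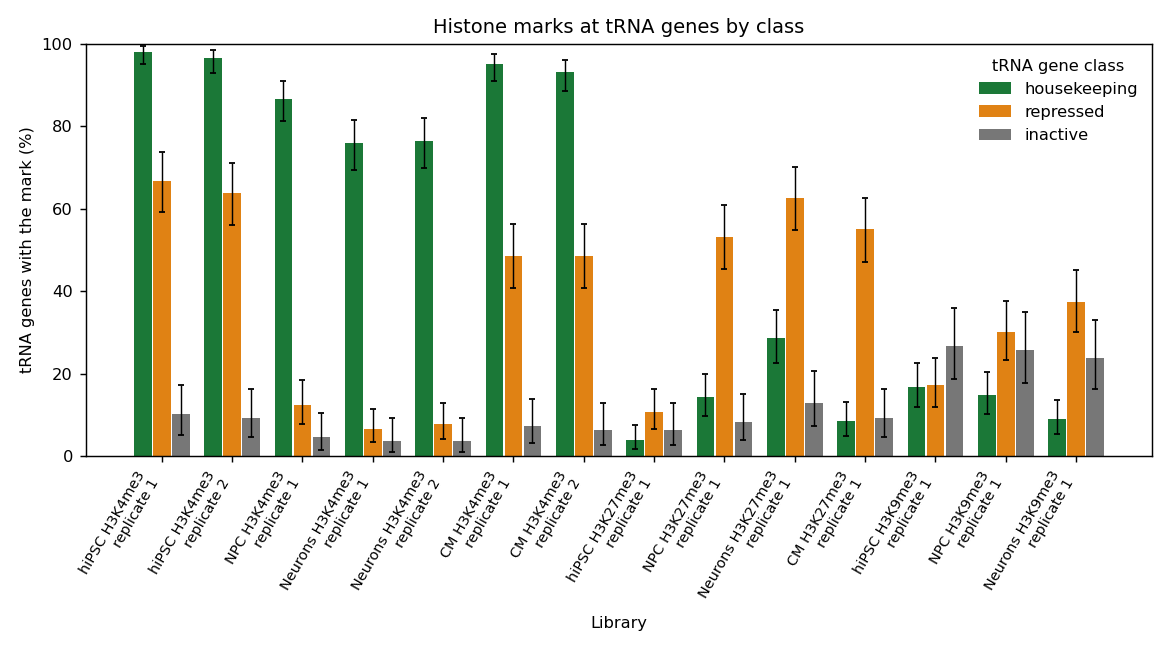
Percent of housekeeping (203), repressed (169) and inactive (109) tRNA genes with a histone mark (vertical axis) in each of the 14 libraries with broad peaks (horizontal axis). Bars are single libraries and error bars exact 95% binomial intervals over genes; repressed genes carry H3K27me3 at 10.7% in hiPSC and at 53.3% to 62.7% in the differentiated cells.

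The place of the genes in the genome was compared between classes to ask whether bound genes lie closer together. The median distance to the nearest other tRNA gene was 1543 bp for housekeeping genes (202 with a neighbour on their chromosome), 4691 bp for repressed genes (169) and 2375927 bp for inactive genes (107). The near-identical genes left out elsewhere counted as neighbours here. On the log10 scale housekeeping and inactive genes differed by -3.19, and repressed and inactive genes by -2.70 (permutation tests over genes, two-sided, p = 1e-05, the smallest that 100000 permutations can give). Most inactive genes were pseudogenes. Without pseudogenes in the classes the differences were -0.816 and -0.357 and missed the threshold, with pseudogenes still counted as neighbours.

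The GC content of the 200 bp upstream of the gene was 49.1% ± 11.4 in housekeeping genes (SD, n = 203), 45.5% ± 10.0 in repressed genes (n = 169) and 42.4% ± 7.99 in inactive genes (n = 109). Housekeeping genes exceeded repressed genes by 3.55 percentage points (permutation test, two-sided, p = 0.00182) and inactive genes by 6.68 (p = 1e-05, the smallest possible). With 1 gene per cluster the difference from inactive genes was 8.75, the largest change.

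The Pro-TGG edits, made with CRISPR–Cas9 at tRNA-Pro-TGG-2-1, ask how the gene itself and its upstream sequence bear on Pol III binding. The body edit gave this gene the sequence of tRNA-Pro-TGG-1-1, and the upstream edit put before it the sequence that precedes tRNA-Pro-TGG-1-1. The labels of the upstream edit name tRNA-Pro-TGG-1-1 in the RPC1 libraries and tRNA-Pro-TGG-2-1 in the BRF1 libraries, and both were read as this same edit, as the methods of the study describe it. In the wild type, tRNA-Pro-TGG-2-1 (chromosome 11, 76235825 to 76235896) was housekeeping, and tRNA-Pro-TGG-1-1 (chromosome 14, 20633006 to 20633077) was repressed. The 100 bp upstream of them had a GC content of 60% and 30%. The edited gene kept a peak in both replicates of each RPC1 group in hiPSC and NPC. Within the 364 genes bound in every hiPSC RPC1 library compared, the mean rank of its fold enrichment was 163.5 ± 3.54 in wild-type cells, 252 ± 52.3 with the body edit and 198.5 ± 3.54 with the upstream edit (n = 2 each, rank 1 highest). Within 230 genes in NPC, it was 18 ± 2.83, 78.5 ± 2.12 and 49 ± 5.66. For BRF1 in hiPSC it was 129 ± 15.6 of 342 in wild-type cells and 256.5 ± 2.12 with the upstream edit. Ranking by -log10 q gave 77 in wild-type hiPSC and 8 in wild-type NPC for RPC1, and kept the edited groups at lower places than the wild type. In NPC with the upstream edit, BRF1 had a peak at the gene in 1 of 2 libraries. The gene was therefore not among the 31 genes bound in every library, and no rank was given. With 2 libraries against 2 an exact permutation test cannot go below 0.333, and no test was made. The unedited neighbour tRNA-Pro-AGG-2-4 also moved, from 197.5 ± 10.6 in wild-type hiPSC to 153.5 ± 95.5 with the body edit and 160.5 ± 4.95 with the upstream edit, and from 13.5 ± 2.12 in wild-type NPC to 26 ± 4.24 and 27 ± 5.66. In hiPSC the unedited tRNA-Pro-TGG-1-1 went from 221 in both wild-type libraries to 239.5 ± 19.1 and 233.5 ± 7.78. With the upstream edit in hiPSC, the edited gene thus moved to lower places for RPC1 and its unedited neighbour to higher ones. For BRF1 in hiPSC the neighbour went from 162 ± 42.4 to 186 ± 29.7, to lower places like the edited gene. For BRF1 in NPC the neighbour went from 27 in both wild-type libraries to 14 in both edited ones, within the 31 genes. Reads from an edited gene can resemble those of the gene it was copied from, which limits what the ranks at both show. tRNA-Pro-AGG-2-4 lies 241 bp from tRNA-Pro-TGG-2-1, and it lacked a summit of its own in both NPC derived KD libraries.

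Among the other genes named in advance, tRNA-Arg-TCT-4-1 (chromosome 1, 159141611 to 159141684) was housekeeping, lay 2.26 Mb from the nearest tRNA gene and 29.9 kb from the gene CADM3, and had BRF1 peaks in 1 of 2 NPC and 0 of 2 CM libraries. The neighbours tRNA-Lys-TTT-3-2 and tRNA-Lys-TTT-3-1, which lie 431 bp apart on chromosome 1, were both housekeeping. Of the tRNA-Tyr-GTA-5 copies, tRNA-Tyr-GTA-5-1 and tRNA-Tyr-GTA-5-5 were housekeeping, and tRNA-Tyr-GTA-5-3 and tRNA-Tyr-GTA-5-4 repressed. tRNA-Tyr-GTA-5-2, which lies 113 bp from its neighbour, was inactive by wild-type RPC1 while it had BRF1 peaks in both hiPSC libraries. It had an RPC1 peak in 1 of 2 wild-type NPC libraries. In the MAF1 experiment it had RPC1 peaks in both replicates of hiPSC KD, and of control and KD in NPC and NPC derived.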

Values the study reported

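The study reported 397 tRNA genes with consensus RPC1 peaks in hiPSC, out of 558 genes kept from a set of 619. It counted 205 housekeeping, 194 repressed and 159 inactive tRNA genes. For RPC7α in hiPSC, it reported 294 consensus peaks at tRNA genes, of which 292 were shared with RPC1. Peaks of RPC7α were found at 200 of 205 housekeeping genes (98%) and at 93 of 194 repressed genes (48%). The sequence preceding tRNA-Pro-TGG-1-1 was given a GC content of 30%, and that of tRNA-Pro-TGG-2-1 60%.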

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

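Of the tests in this part, only the comparison of the sequence identity of BCYRN1 copies was set down before its result was seen, and the others were chosen afterwards. Groups of 2 replicates are too small to test a single library as an outlier.

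Peaks on the mitochondrial genome, which belongs to no comparison of the report, were found in 8 of the 50 narrow lists and in none of the 42 others. Of these libraries, 7 were from hiPSC: both replicates of BRF1, of RPC7α and of BRF1 with the upstream edit, and replicate 1 of RPC1 on MAF1 KD. The remaining one was replicate 1 of BRF1 in NPC with the upstream edit. These lists held 30 to 46 mitochondrial summits with a fold enrichment of at most 4.05. The peaks covered between 75.5% and 96.7% of the molecule, as an excess of mitochondrial reads over the input along its whole length predicts, and unlike binding at short sites. By the methods of the study the hiPSC and CM libraries of kucg-2 share an input, and both RPC1 libraries of hiPSC and of CM had no such peak. A shortage of mitochondrial reads in that input therefore does not account for the peaks by itself. The inputs were not analysed here. No biological explanation was tested.

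Summits more than 500 bp from any tRNA gene stood out because many of them resembled BCYRN1, a Pol III transcript related to Alu repeats. In hiPSC RPC1 replicate 1 this held for 268 of 662 such summits (40.5%), and for 119 windows shifted by 10 kb to either side. The excess of 22.5 percentage points argues against chance overlap with an abundant repeat. It was also seen in replicate 2 (32.3% against 15.9%), and in both wibj-2 and both HEK293T libraries. The excess was smaller in CM (24.5% against 18% and 23.3% against 18.2%) and in neurons (20.3% against 12.3% and 21.3% against 14.9%), and was not seen in the NPC libraries, where 15.6% and 14% of 45 and 43 summits stood against 20% and 19.8% in shifted windows. Differences between cell types were not tested. Reads shared between repeat copies and placed at one of them are a possible explanation. Copies at summits were less like BCYRN1 than copies in shifted windows, by -0.754 percentage points of median identity (77.8% and 78.6%, permutation test, two-sided, p = 0.0390), which is opposite to the direction expected for shared reads. Likeness to BCYRN1 stands only indirectly for likeness between copies, so this explanation and Pol III binding at such repeats cannot be told apart without the reads.

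In the same library, 47 summits away from tRNA genes resembled 5S rRNA, another Pol III transcript, and 7 of them lay on chromosome 1. None of the shifted windows did, which argues against chance overlap. The counts were 41 of 523 in replicate 2, 15 of 147 and 12 of 146 in CM, 2 of 45 and 4 of 43 in NPC, and 1 of 69 and 1 of 47 in neurons, and no difference between cell types was tested. Placement of reads from the 5S genes at related sequences was not tested, and no biological explanation was tested.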

How the results depend on the processing

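The settings without pseudogenes, with crossed replicate numbers in hiPSC, and without the BRF1 experiment with the upstream edit were chosen after the data had been seen. Over 59 results, 524 alternative values were computed. Of these, 473 kept their direction and side of the threshold or stayed near the reported value, 7 were weaker, 16 stronger, 20 moved and 8 reversed. The reversed values include those of H3K27me3 with genes grouped by RPC1, which compare other sets of genes. Of the 52 values added later, 44 were unchanged in this sense. The excess of bound genes in hiPSC over NPC passed the threshold under all its alternatives, with values from 66.0 to 147. The ranks within hiPSC lists, the RNU6 type genes, the MAF1 gains in NPC and NPC derived, RPC7α by class and GC content also passed under each of theirs. For RPC7α by class the differences ran from 4.72 to 49.9 percentage points. The rank of tRNA-Pro-TGG-2-1 for BRF1 in NPC could not be given under either measure.

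Requiring summits inside the gene (0 bp) moved most counts. It gave 239, 134 and 218 consensus genes in hiPSC, neurons and CM, 103 housekeeping and 188 inactive genes, 183 genes shared by the 3 lines, 26 shared by the hiPSC lines only and 83 not in kucg-2. Replicates then shared 65.4% and RPC1 with BRF1 1.69%. The MAF1 KD difference was 14.2 genes and missed the threshold (exact permutation p = 0.25). The excess of hiPSC over the differentiated cells fell to 57.3 genes for RPC1 and to 3.67 for BRF1 (exact permutation tests, two-sided, p = 0.107 and 0.143). This setting scores only summits within genes far shorter than a peak, and BRF1 summits lay upstream of them.

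The count of genes not in kucg-2 was 3 with interval overlap, 13 at a -log10 q of at least 10 and 12 at a fold enrichment of at least 5; the cause was not tested. The hiPSC difference in MAF1 gains reversed to -3.37 with interval overlap and passed the threshold at a -log10 q of at least 10 (28.5) and at a fold enrichment of at least 5 (43.1), where the cause was not tested. It rests on very few repressed genes without a control peak. Keeping near-identical genes gave 112 for BRF1 in hiPSC minus differentiated cells (exact permutation p = 0.0357); the cause was not tested.

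Without pseudogenes, 20 inactive genes were left, so the comparisons with them rest on fewer genes. The differences in log10 distance were -0.816 and -0.357 and missed the threshold. Repressed minus inactive H3K4me3 reversed to -6.18 in NPC and to -7.76 and -6.45 in neurons. The H3K27me3 difference in hiPSC was 5.27 and missed the threshold, and that of H3K9me3 was 33.3 and passed it. The cause of these changes of direction and size was not tested.

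For the other settings of the histone marks the cause was not tested, apart from the grouping by RPC1, which changes the genes compared. The H3K9me3 difference in hiPSC passed the threshold with a window of 0 bp (12.5), at a -log10 q of at least 5 (3.67) and with genes grouped by RPC1 in the same cell type (9.10). It reversed within 1000 bp (-1.69), as did that in NPC (-10.7). The repressed minus inactive H3K4me3 difference in NPC missed the threshold at 0 bp (5.21) and at a -log10 q of at least 5 (6.06). With genes grouped by RPC1 in the same cell type, the H3K27me3 difference became that of unbound minus bound genes. It was 5.50 in NPC and missed the threshold, and was -0.721 in hiPSC and -8.50 in CM. Of the repressed genes, 167 in hiPSC and 131 in CM were on the bound side. These signs are therefore no reversal between repressed and housekeeping genes. With that grouping the H3K4me3 difference in neurons was 71.4 and 71.2 and passed it, by construction, since bound genes are then compared with unbound ones and most repressed genes are unbound.

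Ranked by -log10 q, tRNA-Pro-TGG-2-1 had a mean rank of 77 in wild-type hiPSC RPC1, 166 with the upstream edit in hiPSC, 8 in wild-type NPC, 84.5 with the body edit in NPC, and 64 and 224 for BRF1 in wild-type and upstream edited hiPSC. The cause was not tested.

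Leaving out 1 replicate changed no direction in a result past its threshold. The ranges were 116 to 136 genes for hiPSC minus NPC, 89.6 to 115.8 and 80.1 to 104.1 for RPC1 and BRF1 in hiPSC minus differentiated cells, 28.0 to 39.3 for MAF1 KD, -9 to 9 for RPC7α KD, and 7.75 to 8 for RNU6 type genes. With 1 replicate left, the count of the remaining library took the place of the consensus count. This ran from 371 to 373 in hiPSC, 259 to 262 in NPC, 209 to 212 in neurons and 339 to 340 in CM. Classes held 203 to 210, 162 to 172 and 106 to 109 genes, and the line overlaps 348 to 352, 13 to 18 and 5 to 8. MAF1 gains differed by 14.7 to 44.8 percentage points in hiPSC, 49.1 to 73.5 in NPC and 62.2 to 78.1 in NPC derived, and RPC7α by class by 24 to 45.5. The difference of hiPSC from differentiated cells passed the threshold without CM RPC1 replicate 1 (115.8) or 2 (115.6), and for BRF1 without neuron replicate 1 (80.1) or CM replicate 1 (104.1) or 2 (100.7), with an exact permutation p of 0.0476 in each. Without any other library of these tests p rose, to 0.0952 for NPC and to 0.143 for hiPSC and the remaining neuron libraries (exact permutation tests, two-sided). The hiPSC MAF1 gain passed it without wild-type NPC RPC1 replicate 2 (35.8) or hiPSC KD replicate 2 (44.8). Without RPC7α replicate 2, RPC7α by class differed by 45.5.

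The replicate numbers gave no evidence that same-numbered libraries belong together, so the replicate block was an alternative only. The correlation of replicate differences between KD and control of MAF1 in hiPSC was -0.182, opposite to what shared numbers would give, and its cause was not tested. It left the differences of 126 and 33.7 genes as they were, with exact p of 0.000488 for hiPSC minus NPC (12 of 12 same-numbered pairs) and 0.0313 for MAF1 KD, also with crossed numbers in hiPSC, each the smallest it can give.

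Depth limits what the lists can show. A gene without a peak is one whose signal did not reach the authors' threshold in that library, not one without Pol III. The background floor ran from 0.845 to 4.71 over the libraries, but it also depends on duplicates and on the input, so it does not measure depth by itself.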

Other observations

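In this part, the test of summit positions was set down before its result was seen, and the others were chosen afterwards.

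For the lower number of bound genes in NPC, several technical explanations were weighed. Lower depth of the NPC libraries would lower their background floor. In 4 of the 6 experiments every NPC floor lay above every hiPSC floor, by 0.402 at least in the means. In the MAF1 control and the upstream edited BRF1 experiments the mean NPC floor was lower, by -0.832 on average. In the MAF1 control the lower mean rested on NPC replicate 2 (1.51), since replicate 1 (3.63) lay above both hiPSC libraries (2.96 and 3.11). That NPC replicate 1 still had fewer bound genes, at 327 against 383 and 382. The floor also depends on duplicates and on the input, which differed between these cell types, so the floors alone do not tell depth and cell type apart. Read totals that the study gives per library in its reporting form were not used here, and a reader who has them can test depth further. Loss of the weakest peaks below a single threshold of fold enrichment would take the genes of lowest fold enrichment in hiPSC. Of the 106 hiPSC consensus genes without a peak in either NPC library, 80 and 81 were among as many of the weakest in the hiPSC replicates, where chance gives 30.4 and the replicates share 102 of their own weakest. Weak genes were thus lost more often, but a single threshold of fold enrichment is not the whole cause. A single threshold of q, by which the peaks were called, was not tested. Uniformly weaker enrichment at all Pol III genes predicts that RNU6 type genes are lost as often as tRNA genes of like fold enrichment. All 8 were kept in both NPC libraries, where 3.68 and 3.59 were expected (exact one-sided p = 0.000166 for the larger). In neurons 8 and 7 were kept, where 2.95 and 3 were expected (exact one-sided p = 0.000658 for the larger). In CM 8 were kept and 7.05 and 6.77 expected (exact one-sided p = 0.343 and 0.239), so the test had little room there. Neighbouring genes are not independent in these tests. A selective loss of Pol III from tRNA genes upon differentiation stays open as a hypothesis. Lower depth acting alike on all Pol III genes predicts the same loss of RNU6 type genes. For wild-type RPC1 in NPC and neurons, the RNU6 type genes kept therefore argue against lower depth as the whole cause. That holds for a match by fold enrichment, and no match by q was made. Depth in the other experiments and the inputs are not settled by the lists.

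The RPC7α replicates had peaks at 287 and 73 tRNA genes. The floor of replicate 2 was higher by 0.396, which does not measure its depth by itself. The genes kept in replicate 2 were those of higher fold enrichment in replicate 1, with a probability of 0.853 that a kept gene ranked above a missing one. This is consistent with weaker enrichment in replicate 2 and a like order of genes, which the lists alone do not tell apart from lower depth. BRF1 in NPC with the upstream edit, with 152 and 32 bound genes, showed the same order (0.877). Its replicate 2 had a floor of 1.56 and replicate 1 of 2.58, a difference of -1.02, and the lists alone do not tell lower depth and weaker enrichment apart. No biological explanation was tested for either, since replicates differ in none that the labels give.

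On MAF1 KD, the gain was larger in the NPC groups than in hiPSC by 40.75 genes (exact permutation test over 216 relabellings, two-sided, p = 0.0648). Labels were exchanged between KD and control within each cell type. Every KD library in hiPSC exceeded every control library. With the NPC labels kept, each hiPSC relabelling therefore gave a difference at least as large. The test could thus not pass the threshold, and it does not decide whether the gains differ. The hiPSC control already had a consensus peak at 165 of the 169 repressed genes, which leaves little room. Among repressed genes without a control peak, 1 of 4 gained one in hiPSC, and the share was not shown to differ from that in the NPC groups (Fisher's exact test, two-sided, p = 0.0686). That test pooled the NPC groups, so a gene without a control peak in both was counted in each. Saturation in hiPSC and a weaker effect there cannot be told apart with so few genes. Higher depth of the KD libraries could also give more peaks. The floor of KD minus control was -0.153 in NPC derived and 0.0771 in NPC, where the control replicates had floors of 3.63 and 1.51, so depth stays open in both groups. Release of tRNA genes from MAF1 also stays open.

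The label of the hiPSC H3K27me3 library names an antibody against H3K4me3. Its peaks covered 3.94% of the housekeeping tRNA genes, whereas the hiPSC H3K4me3 libraries covered 98.0% and 96.6%, which argues against a list of H3K4me3 peaks. Of all bases under either list, it shared 12.1% and 11.6% with these libraries. It shared 20.4%, 13.7% and 15.2% with H3K27me3 in NPC, neurons and CM.

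More repressed tRNA genes carried H3K27me3 in NPC than in hiPSC (53.3% and 10.7%). The peaks covered 1.42% of the genome in both, a difference of 0.00497 percentage points, which argues against more of the genome being called in NPC. In neurons and CM they covered 3.77% and 3.18%, at least 2.24 times the share in hiPSC. From hiPSC to CM, housekeeping genes with the mark rose from 3.94% to 8.37% and inactive genes from 6.42% to 9.17%. Repressed genes rose from 10.7% to 55.0%. Calling raised alike at all tRNA genes would not set the repressed genes apart in this way. In neurons housekeeping genes rose to 28.6%, and there more calling and a gain of the mark cannot be told apart. With 1 library per cell type, a change upon differentiation stays untested. Within the repressed genes the mark was not shown to differ between genes with and without a consensus RPC1 peak, at 62.7% and 49.2% in NPC (Fisher's exact test, two-sided, p = 0.131) and 57.3% and 47.4% in CM (p = 0.355).

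For the genes with a consensus peak in a differentiated cell type and none in hiPSC, a summit given to the nearer of neighbouring genes was weighed as the cause. When every gene in the window counted, tRNA-Phe-GAA-1-6 had a peak in 2 hiPSC replicates, as this explanation predicts, and tRNA-Ala-TGC-4-1 in 0. The nearest gene of the latter lies 248 bp away, so that hardly any summit is within 125 bp of both, and the test is void there. Peak intervals covered both genes in both hiPSC replicates, so neither was shown to be without Pol III in hiPSC. tRNA-Ala-TGC-4-1 also had RPC7α peaks in both hiPSC libraries and RPC1 peaks in both hiPSC MAF1 KD libraries. It had no peak in the other hiPSC RPC1 groups or in hiPSC BRF1. These peaks argue against an absence of Pol III from this gene in hiPSC. Why no summit was scored there in wild-type hiPSC RPC1 stays open.

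Requiring summits inside the gene left RPC1 and BRF1 with few genes in common. At genes more than 1000 bp from another tRNA gene, BRF1 summits lay upstream of the 5′ end in 95.5% to 96.4% of cases, with medians of -30 to -32 bp. RPC1 summits did so in 14.4% to 26.2%, with medians of 15 to 32.5 bp. The smallest gap between the proteins was 69.4 percentage points, in line with BRF1 upstream of the gene and RPC1 inside it, in hiPSC and NPC.

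RPC7α had consensus peaks at 72 tRNA genes here, 71 of them shared with RPC1, including 62 housekeeping genes (30.5%) and 10 repressed genes (5.92%). These are lower than the values quoted from the study above. With peaks in either replicate counted, 288 tRNA genes had an RPC7α peak, and 286 of them had a consensus RPC1 peak in hiPSC. Counted in this way throughout, 97.2% of housekeeping and 47.3% of repressed genes were bound, close to the shares quoted from the study. That reading was noticed only after the comparison. The methods of the study describe consensus peaks as those found in both replicates, the rule used here, and the cause of the difference was not tested.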
